A study of Mus musculus with 21 samples. Its data were reported in "Antigen and checkpoint receptor engagement recalibrates T cell receptor signal strength" (2021).

How the data were processed

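RNA was measured by 3' mRNA sequencing (QuantSeq) in CD4+ T cells sorted from the spleens of Tg4 Nr4a3-Tocky Il10-GFP mice. Tg4 cells carry a transgenic T cell receptor for a myelin basic protein peptide, and Nr4a3-Tocky cells make a fluorescent Timer protein, blue when new and red when mature, as a readout of receptor signalling. Per the labels, mice received 0.8 µg or 80 µg of the [4Y] form of the peptide and were sampled at 4 h, 12 h or 24 h, beside a control group. With 3 mice in each of the 7 groups, 21 libraries were analysed. Per the study's methods, cells were sorted as Blue+Red− at 4 h, Blue+Red+ at 12 h and Blue−Red+ at 24 h, so that the sorting gate changes together with time.

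The raw counts were made by the authors from reads merged over the sequencing lanes: Bbduk trimmed poly(A) read-through, adaptors and low-quality tails, STAR aligned the reads to GRCm38, and HTSeq-count assigned them to Ensembl genes. The pipeline is named as that for forward QuantSeq libraries, which are strand specific, while the annotation release, the strand setting of the counting step and any use of molecular identifiers are not stated. The log2 values are the regularised log (rlog) transformation that the authors made with DESeq2 after removing genes with few reads. An rlog computed here from the counts differed from the deposited log2 values by a median of 0.08 and had a Pearson correlation of 0.9988 with them across genes and samples, where genes are not independent replicates. Of 47643 genes in the count table, 15300 had at least 10 counts over all samples. The rlog table held 15249 genes, and 51 genes that passed the filter were absent from it.

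Library totals ranged from 2352800 to 6244279 counts. The floor was set at 3 counts, which is 1.28 CPM (counts scaled to a library of 1e6) in the smallest library and 0.48 CPM in the largest. The most counted gene, Gm42418, took 17% of the counts of the 0.8 µg 12 h replicate 1 library (95% Wilson interval 16.9 to 17%) and 27.8% of those of the 80 µg 24 h replicate 1 library (27.8 to 27.9%). These intervals and floors cover counting error only. Where every library of a group was at or under 3 counts for a gene, the difference is given as a lower bound against that floor.

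Counts were tested with DESeq2 1.42.0 in R 4.3.3, following the filter, shrinkage and thresholds of the study's methods. A single model with a coefficient per group was fitted to all 21 samples, log2 fold changes were shrunk with the normal prior, and a gene was called when its Benjamini-Hochberg adjusted p was under 0.05 and its absolute shrunken log2 fold change was above 1. The dose groups were compared at each of 3 times, and each immunised group was compared with the control. A likelihood ratio test on the 18 immunised samples (dose, time and their interaction against dose and time) asked whether the effect of dose differed between times. In simulated counts for 14966 genes, 200 were changed at 4 h, drawn from well counted genes and with changes above the threshold. Recovery in this simulation therefore does not apply to low counts or to changes near the threshold. The Wald test with these thresholds recovered 77.5% with 0 false calls. The likelihood ratio test recovered 92.5% with 13 false calls. The interferon response genes listed below were also changed, at 12 h, and were left out of its false calls. The alternatives recovered more than the Wald test, edgeR 98% with 7 false calls and limma 97% with 15. In that simulation, where few genes were changed, the median ratio of the shrunken to the simulated log2 change was 0.688. In the real data, using unshrunken values gave 652 calls between doses at 4 h in place of 635.

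Scores were computed per sample as the geometric mean of CPM + 0.01 over the genes of a set. The TCR.strong set was Tnfrsf4, Icos, Irf8, Tnip3 and Stat4, and the T activation set was Nr4a1, Cd69, Il2ra and Tnfrsf9; both come from the study, and TCR.strong was chosen there with knowledge of these data. Two-sided exact permutation tests compared 3 and 3 samples over 20 relabellings, for which the smallest possible p is 0.1. The difference between the dose effects at 4 h and 24 h was tested over 400 relabellings, and the 8 score tests were adjusted together. Gene lists written by hand (44 cell cycle, 21 sterol biosynthesis and 34 interferon response genes) were tested with camera in limma 3.58.1 on log2 CPM from edgeR 4.0.16 (prior count 2, TMM library sizes, inter-gene correlation 0.01), with adjustment over 9 tests. Principal components were computed from the deposited rlog values of the 500 most variable genes.

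Genes named in the text followed a rule. They are the 34 genes of the study's 7 modules, the genes of the scores, up to 3 genes each way per dose comparison, and up to 2 each way per comparison with the control. The last 2 kinds were ranked by shrunken log2 fold change among called genes with a mean of at least 20 normalised counts and with no overlap between the groups. Other names are stated as chosen after their values were seen. Locations are from GENCODE vM21 on GRCm38, counted from 1. Of 62 named genes, 17 have an exon that overlaps another annotated gene, 14 of them on the opposite strand and 4 on the same strand (Gata3 on both); as the strand setting of the counting is not stated, the counts of these genes are uncertain, less so for overlaps on the opposite strand if counting was strand specific. The genes Mt1 and Mt2 are close paralogs and Hist1h3c belongs to a multigene family, so reads may have been divided among copies.

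Replicate numbers come from the sample titles. Replicate mice were stained with distinct CD4 fluorochromes and sorted in parallel, and same-numbered samples are different mice. The alternatives tried were edgeR's quasi-likelihood test, TMM size factors, no filter or a mean of at least 10 counts, the replicate number as a block, counts thinned to the smallest library, limma on the rlog values, only the 6 samples of a comparison, unshrunken or no fold change threshold, other offsets and prior counts, and leaving out each replicate in turn. A sex covariate, removal of the 3 most counted genes, and a GC content and length correction were added after the data had been seen. No sample was left out, and no pathway database was used.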

Results

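Transcriptomes were measured in 21 libraries of sorted CD4+ T cells, with 3 mice in each of 7 groups. The [4Y] MBP peptide was given at a low (0.8 µg) or a high dose (80 µg), cells were taken at 4 h, 12 h or 24 h, and a control group was sampled alongside. Mean library totals per group ranged from 2960305 ± 526309 counts (SD, n = 3) in the control group to 5096498 ± 1297313 counts in the 80 µg group at 24 h.

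In the principal component analysis, PC1 carried 69.8% of the variance of the 500 most variable genes and PC2 carried 16.9%. With all genes of the rlog table, PC1 carried 56.8%. On PC1, the 0.8 µg and 80 µg groups lay at 41.2 ± 0.4 and 46.8 ± 1.9 (SD, n = 3) at 4 h, at 18.4 ± 1.5 and 9.87 ± 1.1 at 12 h, and at -43.3 ± 1.5 and -52 ± 1.3 at 24 h. The control group lay at -21 ± 1 on PC1 and at -39.7 ± 1.7 on PC2. At each time, the distance between the doses on PC1 was larger than the SD of either group.

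**Figure D1:**
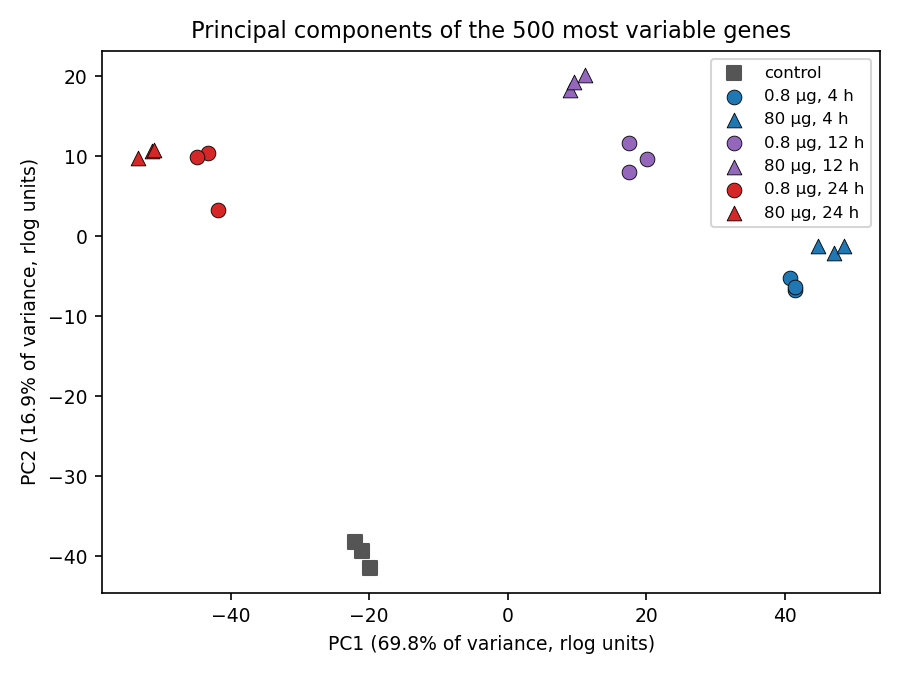
Each point is one sample on PC1 (horizontal, 69.8% of variance) and PC2 (vertical, 16.9%), in rlog units, with color for time, circles for 0.8 µg, triangles for 80 µg and squares for control. The 3 samples of each group lie together, and the control samples lie apart at the bottom on PC2.

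Each immunised group was first compared with the control, to ask how far its transcriptome differed at each dose and time. Immunised cells were sorted by Timer colour, while the study's methods give no Timer gate for the control. These comparisons may therefore join the response to antigen with the selection of responding cells. With 0.8 µg, 5502 genes were called at 4 h (2340 higher, 3162 lower), 5094 at 12 h (2322 higher, 2772 lower) and 2185 at 24 h (1447 higher, 738 lower). With 80 µg, the counts were 5881 (2484 higher, 3397 lower), 5235 (2461 higher, 2774 lower) and 2615 (1593 higher, 1022 lower). Without the fold change threshold, the counts at 24 h rose to 4551 genes with 0.8 µg and 5048 with 80 µg.

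Among the genes with the largest changes from control at 4 h, Lad1 (chromosome 1, 135818598 to 135833342) rose to 1680 ± 276 normalised counts (SD, n = 3) with 0.8 µg, at least 484-fold above the control (adjusted p = 1.11e-52). In the same comparison Tnnt2 was at least 154-fold higher, and Rflnb dropped by 7.49 on the log2 scale (SE 0.37, adjusted p = 4.85e-72). With 80 µg at 4 h, Ccl4 was at least 124-fold higher than in the control, Sema7a rose by 8.22 on the log2 scale (SE 0.51), and Arl4c fell by 8.27 (SE 0.42). Gm14085 was lower than in the control in both doses at 4 h, at least 103-fold with 0.8 µg and at least 117-fold with 80 µg. At 12 h, Bcat1 was at least 92.4-fold higher with 0.8 µg and Crabp2 at least 59-fold higher with 80 µg, while Ggt5 was at least 67.9-fold lower with 0.8 µg and Ypel3 fell by 7.12 on the log2 scale (SE 0.43) with 80 µg. At 24 h, Mcm10 (chromosome 2, 4989714 to 5012791) was at least 94.6-fold higher with 0.8 µg and at least 122-fold higher with 80 µg. Hist1h3c was at least 58.2-fold and 66.4-fold higher in the same comparisons. Among the genes that fell at 24 h, Pdlim4 and Ggt5 decreased by 3.48 and decreased by 3.47 on the log2 scale with 0.8 µg, and Dapk1 and Maml3 decreased by 3.65 and decreased by 3.23 with 80 µg.

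The comparison of 80 µg with 0.8 µg asked how antigen dose shaped the response of cells sorted at the same stage of Timer maturation. Of 10848 genes tested at 4 h, 635 were called, 338 higher and 297 lower with 80 µg. At 12 h, 311 genes were called (204 higher, 107 lower), and at 24 h, 151 (86 higher, 65 lower). The fold change threshold moved the count most: with the adjusted p alone, 1301 genes differed at 4 h, 699 at 12 h and 573 at 24 h. A fit to only the 6 samples compared called 139 genes at 12 h and 78 at 24 h.

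**Figure D2:**
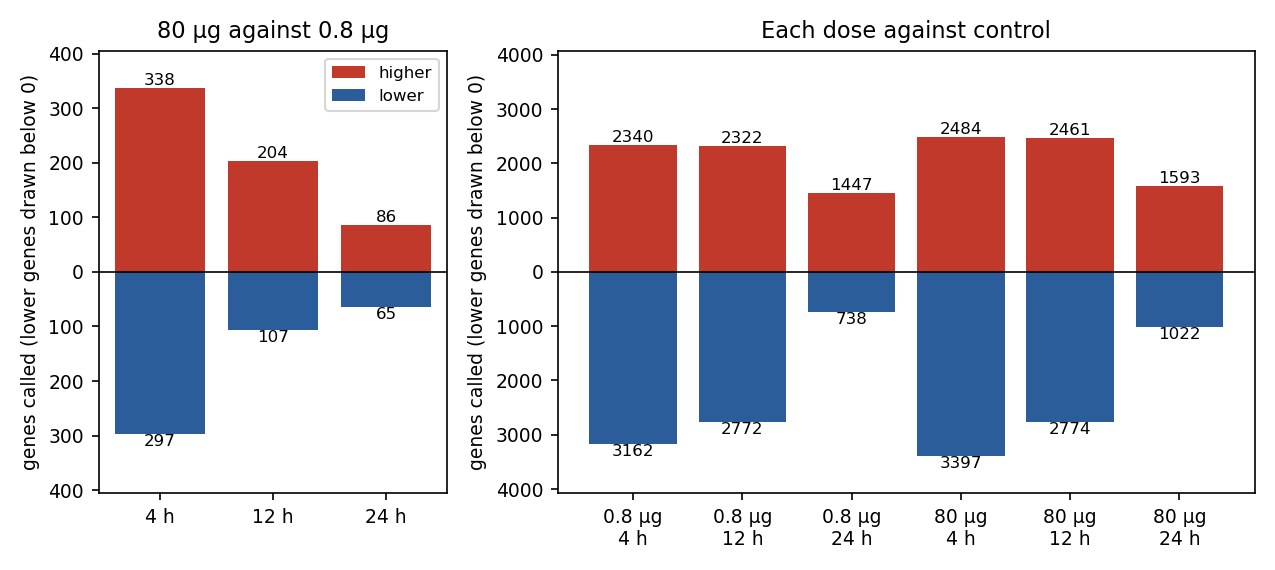
Bars give the number of genes called higher (red, above 0) or lower (blue, below 0), for 80 µg against 0.8 µg at each time (left) and for each dose against the control (right). Between doses, called genes numbered 338 higher and 297 lower at 4 h, and 86 higher and 65 lower at 24 h.

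At 4 h, genes were ranked among called genes with a mean of at least 20 normalised counts and no overlap between the groups. Those that rose most with 80 µg were Gm12534, Il21 and Ctla4. Mt2, which this ranking left out, rose by 6.025 on the log2 scale, more than Ctla4. Il21 (chromosome 3, 37222759 to 37232636, minus strand) had 153 ± 69.1 normalised counts (SD, n = 3) with 80 µg and 0.776 ± 0.689 with 0.8 µg, a difference of at least 44.9-fold (adjusted p = 6.62e-11). Gm12534 (chromosome 3, 37231333 to 37232469, plus strand) is an antisense gene whose exons overlap those of Il21, and its 147 ± 19 normalised counts with 80 µg could be separated from those of Il21 only if reads were counted by strand, which the forward library type allows but which is not stated. It had 0 counts with 0.8 µg, so that it was at least 43.1-fold higher. Ctla4 (chromosome 1, 60887000 to 60915832) had 344 ± 85.3 normalised counts with 80 µg and 3.46 ± 2.15 with 0.8 µg (log2 fold change 5.93, SE 0.55, adjusted p = 4.69e-21). The genes that fell most were Gtf2ird1, Myb and Csrp1. Myb (chromosome 10, 21124935 to 21160984) had 61 ± 12.6 normalised counts with 80 µg and 686 ± 62.7 with 0.8 µg (log2 fold change -3.46, SE 0.18, adjusted p = 1.54e-76). Gtf2ird1 fell by 3.49 on the log2 scale (SE 0.36) and Csrp1 fell by 2.93 (SE 0.32).

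At 12 h, genes were ranked by the same rule, and Il21 and Gm12534 were again among the 3 that rose most. Il21 had 204 ± 42 normalised counts with 80 µg and 2.39 ± 2.45 with 0.8 µg (SD, n = 3; log2 fold change 5.97, SE 0.53), and Gm12534 was at least 29.6-fold higher. Smim3 (chromosome 18, 60474191 to 60501987) rose by 4.03 on the log2 scale (SE 0.58, adjusted p = 1.13e-07). The genes that fell most were Cd160 (chromosome 3, 96798763 to 96829351), from 173 ± 31.7 to 18.8 ± 6.92 normalised counts, Eomes (chromosome 9, 118478212 to 118486132), from 305 ± 34.1 to 40.7 ± 10.8, and Tnnt2, from 34.6 ± 7.53 to 4.53 ± 6.37. Their adjusted p values were 2.3e-17, 8.85e-15 and 2.54e-08. Exons of Cd160 overlap those of Pdzk1 on the opposite strand. The CD8 T cell markers, looked at after their values were seen, were also called lower at 12 h. Cd8a went from 53.8 to 3.84 and Cd8b1 from 108 to 52.6 normalised counts. At 4 h, Cd160 was also lower with 80 µg (28.6 against 145), while Cd8b1 was not (76.5 against 76). Whether RNA of CD8 T cells contributed to the falls at 12 h was not tested.

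At 24 h, Il21 was at least 7.24-fold higher with 80 µg, at 21.3 ± 8.33 normalised counts (SD, n = 3). Gzmb (chromosome 14, 56258838 to 56262260) had 117 ± 60.7 normalised counts with 80 µg and 8.35 ± 3.73 with 0.8 µg (log2 fold change 3.59, SE 0.47, adjusted p = 5.53e-11), and Il1r1 was at least 7.55-fold higher. Among the genes that fell, Lad1 had 8.74 ± 5.24 normalised counts with 80 µg and 116 ± 42.4 with 0.8 µg (log2 fold change -3.58, SE 0.30, adjusted p = 1.88e-28). Pdzk1ip1 was at least 6-fold lower and Tnnt2 at least 4.57-fold lower with 80 µg.

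In all, 915 genes were called between doses at some time. Calls at 4 h alone numbered 506, at 12 h alone 184 and at 24 h alone 78. A further 34 genes were called in the same direction at all 3 times, 22 higher and 12 lower, and 8 were called in opposite directions at different times. Separate calls at each time do not test whether the dose effect changed, so the interaction of dose and time was tested directly. Of 9958 genes tested, 1036 (10.4%) had an adjusted p under 0.05 in the DESeq2 likelihood ratio test. Leaving out replicate 1 in every group lowered this count to 364.

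The 34 module genes were examined next. They were selected in the study from these same data, so the number called shows no independent stability. At 4 h, 26 were called between doses (21 higher, 5 lower), at 12 h 19 (16 higher, 3 lower) and at 24 h 7 (6 higher, 1 lower). With adjustment over the list alone, the counts were 26, 22 and 10.

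Cells of both doses at 4 h were sorted as Blue+Red−, that is, by the Nr4a3 reporter. Similar Nr4a3 counts between doses at 4 h may therefore reflect the gate, as may those of genes induced with it. At 4 h, the shared activation genes Nr4a1, Nr4a3, Cd69 and Tnf were not called, with adjusted p values of 0.928, 0.938, 0.774 and 0.473. The remaining gene of this module, Nr4a2, was higher with 80 µg (861 ± 148 against 478 ± 71.4 normalised counts, SD, n = 3, log2 fold change 0.85, adjusted p = 9.6e-05), under the fold change threshold. Nr4a1 had 2010 ± 187 normalised counts with 80 µg and 2180 ± 295 with 0.8 µg (SD, n = 3), a difference smaller than the SD of the 0.8 µg group. At 12 h it had 103 ± 54 and 495 ± 43.4, lower with 80 µg (log2 fold change -2.19, SE 0.38, adjusted p = 6.1e-07). Nr4a3 (chromosome 4, 48045153 to 48086447) was lower with 80 µg at 12 h (154 ± 35.1 against 562 ± 180, adjusted p = 5.79e-05) and at 24 h (9.09 ± 5.27 against 54.2 ± 34.5, adjusted p = 6.25e-06). In contrast, Irf8 differed at 4 h (12100 ± 420 against 3460 ± 750, adjusted p = 9.36e-37) and not at 12 h (adjusted p = 0.47) or 24 h (adjusted p = 0.808).

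Several genes had higher counts with 80 µg over more than one time. Malt1 had log2 fold changes of 3.66, 2.71 and 1.19 at 4 h, 12 h and 24 h, and Maf of 3.56, 2.20 and 1.53, and both were called at each time. Icos was called at 4 h (2.27) and 12 h (1.76), while at 24 h its log2 fold change of 0.69 was under the threshold. Ifng was called at 4 h alone, where its 80 µg samples varied widely, at 315 ± 397 normalised counts against 4.11 ± 3.67, and at 12 h its counts were lower with 80 µg, at 30.9 ± 3.59 against 157 ± 72.7 (log2 fold change -2.04, adjusted p = 0.0893). Il10 was at least 3.65-fold higher with 80 µg at 4 h and had 32.4 ± 7.93 normalised counts against 1.81 ± 1.98 at 12 h (adjusted p = 0.00161). Lag3 and Tigit were not given an adjusted p in these comparisons because of their low counts.

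The T cell receptor pathway genes Cd3g, Cd3e, Lck and Rasgrp1 were lower with 80 µg at 4 h, with log2 fold changes of -1.15, -1.02, -1.09 and -1.98, and none of the 4 was called at 12 h or 24 h. At 12 h, Rasgrp1 was still lower (-0.78, adjusted p = 1.05e-05) and Lck was higher (0.28, adjusted p = 0.0132), both under the fold change threshold. Gata3 had 137 ± 11.9 normalised counts with 80 µg and 413 ± 72.5 with 0.8 µg at 4 h (SD, n = 3), and 65.5 ± 5.59 and 334 ± 51.1 at 12 h. At 24 h it was higher with 80 µg, at 467 ± 15.8 against 308 ± 41.5 (log2 fold change 0.60, SE 0.14), under the fold change threshold.

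**Figure D3:**
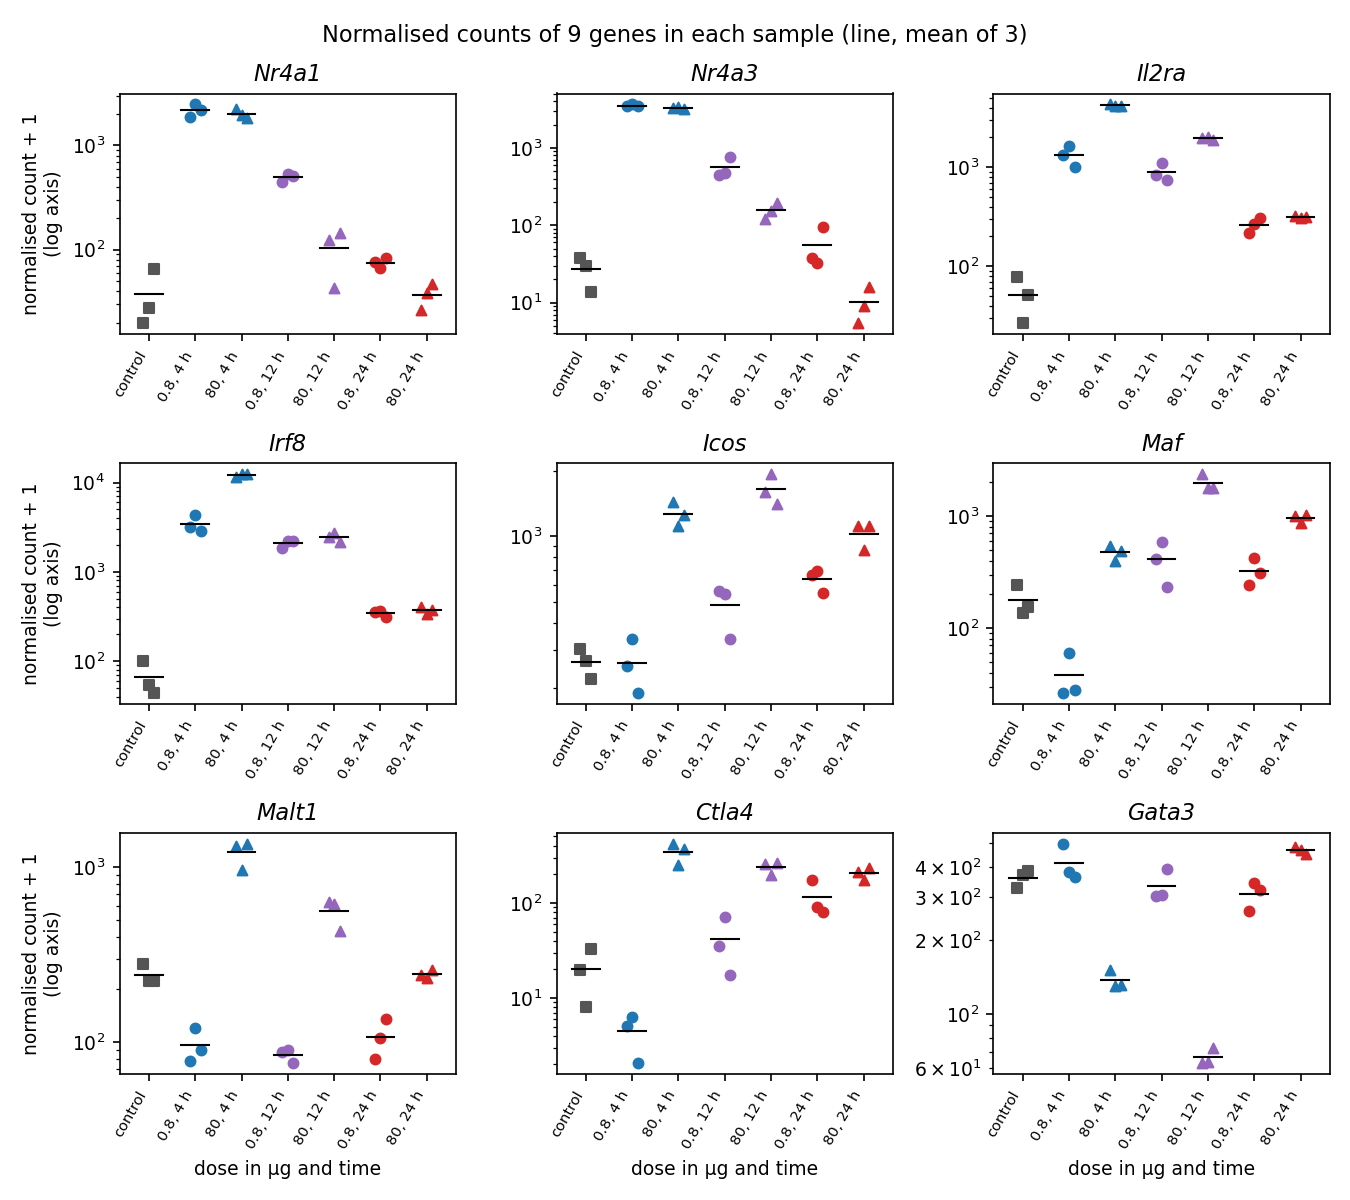
Normalised counts + 1 (vertical, log axis) of 9 module genes in each sample, by dose and time, with a line at the mean of the 3 samples of each group. Nr4a1 and Nr4a3 are close between doses at 4 h and are lower with 80 µg at 12 h, whereas Malt1 is higher with 80 µg at all 3 times.

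The scores were compared to ask whether signal strength and activation could be read separately. At 4 h the TCR.strong score was higher with 80 µg by 2.25 on the log2 scale (exact permutation p = 0.1, adjusted p = 0.16), with group means of 181 ± 9.1 and 38.5 ± 8 CPM (SD, n = 3). The control group had 6.3 ± 0.73 CPM. The difference was 0.49 at 12 h (exact permutation p = 0.2) and 0.76 at 24 h (exact permutation p = 0.1). At 12 h, leaving out one sample gave 0.14 (without 0.8 µg replicate 3) to 0.73 (without 0.8 µg replicate 2). The T activation score differed by 0.07 at 4 h (exact permutation p = 0.6), where its genes moved in opposite directions, with Il2ra higher with 80 µg (log2 fold change 1.65, adjusted p = 1.74e-11) and Tnfrsf9 lower (-1.34, adjusted p = 0.00225). The score was lower with 80 µg at 12 h (-0.86) and 24 h (-0.81), each with an exact permutation p of 0.1. At 12 h, Il2ra was still higher with 80 µg (log2 fold change 1.13, DESeq2 adjusted p = 3.66e-05), against the direction of the score. In groups of 3, an exact p cannot fall below 0.1, so no single score comparison could pass 0.05. The difference between the 4 h and 24 h dose effects was 1.49 for TCR.strong (exact permutation p = 0.13) and 0.88 for T activation (exact permutation p = 0.03, adjusted p = 0.16). For TCR.strong, the 24 h effect had the same sign as the larger 4 h effect and was already the largest of its relabellings, so this exact permutation p could not fall below 0.1 and the test could not have passed 0.05.

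**Figure D4:**
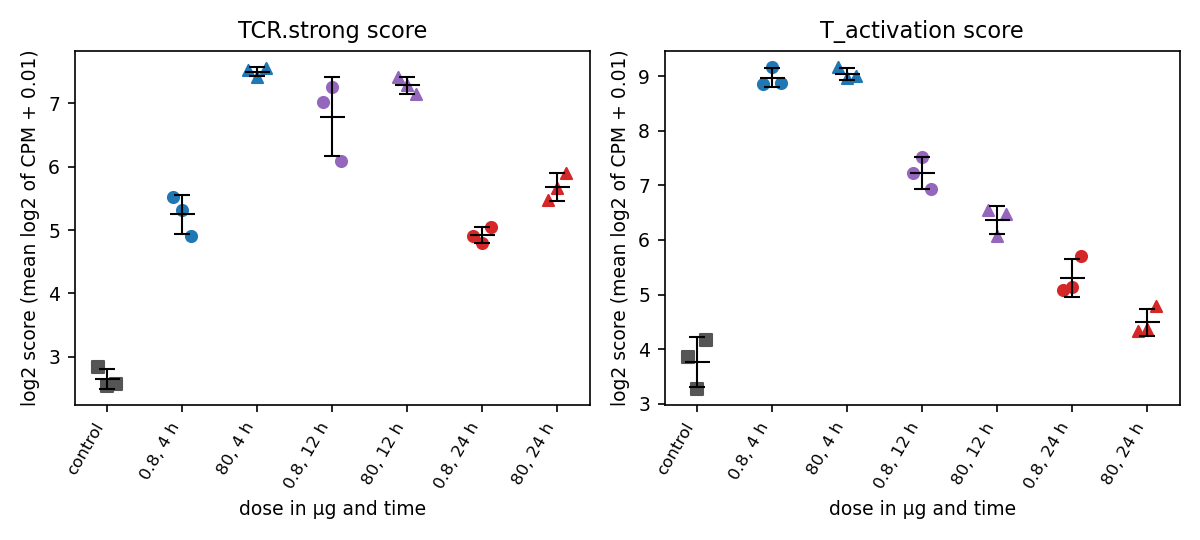
Log2 TCR.strong score (left) and T activation score (right) of each sample by dose and time, with the mean and SD of the 3 samples of each group. At 4 h the 80 µg samples lie above the 0.8 µg samples for TCR.strong, and the doses overlap for T activation.

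Gene lists were used to describe programs that moved together. At 4 h, the mean log2 fold change between doses was -1.18 for sterol biosynthesis genes (camera FDR = 6.22e-17), with 0 of 21 genes higher with 80 µg, and 0.81 for interferon response genes (FDR = 1.7e-10), with 29 of 34 higher. Cell cycle genes did not differ at 4 h (0.04, FDR = 0.358) and were higher with 80 µg at 12 h (1.21, FDR = 4.15e-23; 42 of 44 genes) and 24 h (0.55, FDR = 1.63e-08; 44 of 44). Sterol biosynthesis genes were lower at 24 h (-0.23, FDR = 0.0117; 6 of 21 higher) and did not pass the threshold at 12 h (0.21, FDR = 0.0811). Interferon response genes passed it neither at 12 h (FDR = 0.694) nor at 24 h (0.24, FDR = 0.0797). Whether these list means differed between times was not tested.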

Values the study reported

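The study counted 337 genes as upregulated at 4 h in mice given 80 μg compared with 0.8 μg of peptide.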

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

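What each explanation predicts was written before its test result was seen, but the removal of 3 genes, the GC content and length correction and the sex covariate were added after the data had been seen, and the second count of regroupings and the whole-time exchanges were chosen after the first regroupings had been seen. The lists of cell markers were written after the study's published gene tables had been read. Groups of 3 samples were not searched for outlying samples.

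Of 48 named genes examined, 31 had a dose effect that differed between times in the DESeq2 likelihood ratio test. For each, the difference between its largest and smallest shrunken log2 dose effect over the 3 times is given. Among cytokine, receptor and effector genes it was 7.27 for Ifng, 3.59 for Gzmb, 3.38 for Il2, 3.35 for Il12rb2, 1.39 for Il2ra, 5.12 for Ctla4, 1.58 for Icos, 1.33 for Pdcd1 and 1.22 for Tnfrsf4. Among transcriptional regulators it was 3.36 for Rora, 3.2 for Stat4, 3.16 for Myb, 3.09 for Gtf2ird1, 2.93 for Gata3, 2.24 for Irf4, 2.22 for Nr4a3, 2.08 for Nr4a1, 2.02 for Maf, 1.7 for Irf8 and 1.52 for Nr4a2. Among signalling and other genes it was 4.63 for Pdzk1ip1, 4.03 for Mt2, 3.45 for Mt1, 3.01 for Csrp1, 2.97 for Tnip3, 2.47 for Malt1, 1.87 for Rasgrp1, 1.43 for Lad1, 1.37 for Lck, 1.36 for Cd3g and 1.35 for Cd3e. Several of these values rest on a group at or under 3 counts, as for Mt1 and Mt2 at 4 h. Of the 31 genes, 28 kept an adjusted p under 0.05 after thinning, 30 in edgeR and 19 in every fit that left out one replicate number.

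Technical explanations were tested on all 1036 genes with an interaction. After thinning every library to the smallest total, 69.9% kept an adjusted p under 0.05, so depth does not account for most of them. Without Gm42418, mt-Rnr1 and mt-Rnr2, 100% kept it, but DESeq2 scales libraries by a median over genes, so removing 3 genes could hardly change the result and this does not rule out an effect of genes taking many counts. After a correction for GC content and gene length 89.1% kept it, and 81.5% when the replicate block was added. Markers of other cell types made up 0.193% of these genes and 0.241% of the genes tested (Fisher's exact p = 1). Of the sex-linked genes, 0 had an interaction, but both sexes were present in every group, so these genes vary widely within groups and could hardly have passed. The doses were matched in sex at each time, which argues against a difference in sex as the source of the interactions. With sex as a covariate, 1005 genes had an interaction.

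Other groupings of the samples were also tried for the interaction count. Dose labels were exchanged within same-numbered pairs, in 30 of 256 distinct regroupings with the real one included. Of these, 2 of 30 gave at least 1036 genes: the real one, and one with 1110 genes in which all pairs at 12 h and 2 of 3 pairs at 24 h were exchanged. Exchanging the doses of a whole time turns that time's effect around and can itself create an interaction, so such a regrouping is not free of a dose effect and this test does not settle whether the number of interaction genes reflects grouping. Exchanging all pairs at 4 h gave 1511 genes, at 12 h 1752 and at 24 h 1745. A second count without such exchanges was chosen only after the first had been seen. In it, 1 of 24 drawn from 64 regroupings gave as many genes, the real one. Because it was chosen in that way, this second count does not replace the first. Every drawn regrouping with 1 pair exchanged at each time gave 0 interaction genes. The highest value besides the real one was 917, with 1 pair exchanged. A single exchanged pair mixes the doses within both groups of that time. Mixing widens the spread within groups and can lower the count whether or not dose effects differ between times. The second count therefore does not settle the question either. The genes called in the same direction at all 3 times (34) and the module calls (52) were each reached by 1 of the 30 regroupings, the real one. Mixing the doses within groups lowers these numbers as well, so the share shows little beyond some effect of dose. The module genes were also selected from these data, which favours the real grouping.

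The T activation score was the only score for which the comparison of dose effects had a p under 0.05 before adjustment, and for TCR.strong the same comparison could not have reached it. The difference between 4 h and 24 h was 0.878 on the log2 scale (exact permutation p = 0.03), and it did not pass adjustment over the score tests (adjusted p = 0.16). It also lost an exact permutation p under 0.05 in 6 of the 12 fits that left out a single sample. The depth, GC content and cell type tests above were not run on this score.

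Time and sorting gate changed together (Blue+Red−, Blue+Red+ and Blue−Red+), so a change of the dose effect over time may reflect the gate as well as time, and the design cannot separate these. What remains is a hypothesis that dose acts on different genes at different stages. Depth (69.9% kept) and GC content and length (89.1% kept) did not account for most interactions. The number of interactions changed little with sex as a covariate (1005). Neither the first regrouping test (2 of 30) nor the second count, chosen afterwards, was suited to settle whether that number reflects grouping.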

How the results depend on the processing

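Alternatives were listed before the data were examined, except the sex covariate, the removal of 3 genes, and the GC content and length correction, which were chosen after seeing the data. Without the fold change threshold, 1301, 699 and 573 genes differed between doses at 4 h, 12 h and 24 h, 4551 differed from the control with 0.8 µg and 5048 with 80 µg at 24 h, and 66 in the same direction at all 3 times. With only the 6 samples compared, 139 genes were called at 12 h and 78 at 24 h, of which 134 and 70 were among the calls from all samples. The other alternatives kept each total number of genes called between groups within 1.5 times, and edgeR called 600 of the same 635 genes at 4 h. Lower genes alone moved further in some fits. With only the 6 samples at 4 h, 184 genes were called lower in place of 297. Without 80 µg replicate 2 at 12 h, 68 were called lower in place of 107. The cause of these changes was not tested.

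Leaving out one replicate at a time gave 15 to 26 genes in the same direction at all 3 times and 364 to 757 genes with an interaction. The T activation difference between 4 h and 24 h ranged from 0.68 to 1.02, with an exact permutation p of 0.05 or more in 6 of 12 fits. For sterol biosynthesis the mean log2 change ranged from 0.0368 to 0.329 at 12 h and from -0.36 to -0.14 at 24 h, and passed the threshold in some of these fits. For interferon response genes it ranged from -0.127 to 0.113 at 12 h and from -0.126 to 0.458 at 24 h, so its direction is not settled at these times. It also reversed at 12 h without TMM (-0.0349) and with a mean of at least 10 counts (-0.00829). PC1 carried 56.8% of the variance over all genes of the rlog table.

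Same-numbered samples of different groups deviated together with a mean correlation of 0.0025 over 7247 genes, and -0.0012 for different numbers, and they are different mice. Between the doses at the same time, same-numbered samples had mean correlations of 0.073 at 4 h, 0.08 at 12 h and -0.036 at 24 h. With the replicate block, 611, 288 and 138 genes were called between doses at 4 h, 12 h and 24 h, 32 at all 3 times, and 903 had an interaction. The T activation difference of 0.88 had an exact permutation p of 0.0938 with the replicate block, and interferon response genes at 24 h (0.24) an FDR of 0.0479.

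Of 108 named pairs of a gene and a comparison, 86 kept their direction and side of the threshold under every alternative that was run for them (106 pairs for a mean of at least 10 counts). Reversals were limited to changes near 0. For Nr4a1, 80 vs 0.8 ug at 4 h, leaving out one sample gave -0.2352 to 0.03621. For Cd69, 80 vs 0.8 ug at 4 h, it gave -0.004051 to 0.1828, and for Cd69, 80 vs 0.8 ug at 12 h, -0.4032 to 0.05385. For Tnf, 80 vs 0.8 ug at 12 h, it gave -0.1534 to 0.1291, and the value was -0.0001179 with a mean of at least 10 counts, -0.006413 after thinning, -0.002404 with the sex covariate and -0.01597 with only the 6 samples. Named calls were lost for 3 pairs by thinning, 1 by limma, 9 with only the 6 samples and 9 in some leave-one-out fit (26 of 648 fits). Irf4 at 12 h and Nfil3 at 4 h were lost in 6 settings each, and Cd3e at 4 h and Il12rb2 at 12 h in 5.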

Other observations

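The hypotheses below and their tests were written before the test results were seen, and the lists of cell markers after the study's published gene tables had been read. For each of the 9 comparisons between groups, the real split was the only one of the 4 that part all same-numbered pairs to give as many genes (1 of 4); with 4 splits the share cannot fall under 0.05. Over all 10 splits of the 6 samples of a dose comparison, no other split gave more than 1 gene at 4 h, 33 at 12 h and 1 at 24 h. For the gene lists, the number of these 4 splits with a camera p at least as small was 2, 1 and 1 for cell cycle genes at 4 h, 12 h and 24 h, 1, 4 and 2 for sterol biosynthesis genes, and 1, 3 and 4 for interferon response genes. The sterol result at 24 h was therefore matched by another split, although its FDR was under 0.05. Over all 10 splits, some that mixed the doses also reached small camera p values. These included 1.53e-09 for interferon response genes at 24 h and 3.14e-10 for cell cycle genes at 12 h. A split that mixes the doses holds them in unequal numbers on each side, so part of a dose difference remains in it. The cell cycle value of that split (0.565 against 1.21 for the real split) may be such a remainder. It is therefore no sign against the dose grouping. The interferon value (-0.513 against 0.239) was larger in size than that of the real split. For that list, a small camera p alone does not set the dose grouping apart. The real split had the smallest p for cell cycle genes at 12 h and 24 h, and for the other lists at 4 h.

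B cell markers had a lower median with 80 µg at each time, which may reflect less RNA of B cells in those samples. The median log2 change of 17 markers was -0.73 at 4 h, -0.89 at 12 h and -0.82 at 24 h. Among 10000 random lists matched on mean expression, these medians were at percentiles 0.1, 0 and 0. The random genes were drawn singly, while markers of a cell type can vary together between libraries. These percentiles therefore do not measure the spread between mice. The most counted marker, Ighm, was lower with 80 µg at 4 h (84.8 against 98.5 normalised counts). It was higher at 12 h (157 against 121) and 24 h (1480 against 1020). The markers moved in one direction in at least a share of 0.8, the level set in advance, at 4 h (2 of 17 higher) and 24 h (3 of 17 higher), but not at 12 h (5 of 17 higher). RNA of B cells therefore remains a candidate explanation for part of the lower genes at 4 h and 24 h. Myeloid and erythroid markers also had lower medians with 80 µg, so the change was not specific to B cell markers. They were looked at after their values were seen and were not compared with random lists. At 4 h, 12 h and 24 h, 3, 5 and 4 of 12 myeloid markers and 1, 2 and 0 of 5 erythroid markers were higher. Medians at 4 h, 12 h and 24 h were -0.66, -0.66 and -0.37 for 12 myeloid markers, and -0.64, -0.07 and -1.8 for 5 erythroid markers. Only 1 of the 17 B cell markers was called in each of the 3 dose comparisons. The 2 CD8 T cell markers had medians of -0.23, -2.43 and -1.65, with 2 called at 12 h and 1 at 24 h, too few for a test. The 2 regulatory T cell markers, also too few, had medians of 1.31, -0.37 and -0.75, with 1 called at each time.

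Sex was read from Xist and Y-linked genes, since the labels do not give it. Both sexes were present in every group. At 4 h and 12 h the only male was replicate 3 in both doses. At 24 h the only female was replicate 1 with 0.8 µg and replicate 3 with 80 µg. The doses were thus matched in sex at each time, which argues against sex as a source of the dose differences. Of 5 sex-linked genes, 0 had an adjusted p under 0.05 in the dose comparisons at 4 h, 12 h and 24 h. With matched sexes this was close to fixed in advance, and mixed sexes within groups left the test little power.

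A further hypothesis concerned the direction of the dose effects. If 80 µg moved genes further along the response to 0.8 µg, most genes called at 4 h would change in the direction of the 0.8 µg samples at 12 h against the control, which are separate samples. The share was 59.2%, inside the range of 52.8 to 60.6% for random genes, so amplification was not seen over all called genes. This share joined 76.8% among genes lower with 80 µg and 43.8% among genes higher with 80 µg, for which separate random ranges were not computed. At 12 h, 65.9% of called genes moved in the direction of the change from 4 h to 24 h with 0.8 µg, above the range of 50.2 to 61.1% for random genes. The share was 76% among genes higher with 80 µg and 46.7% among genes lower, without separate random ranges. The 80 µg cells may be further along that change at 12 h, although this share differed between higher and lower genes and the gate changed with time as well. At 24 h, 27.2% of called genes moved in the direction of the 0.8 µg samples at 4 h against the control, below the range of 36.4 to 52.3% for random genes, so a slower return was not seen. The share was 16.3% among genes higher with 80 µg and 41.5% among genes lower, again without separate random ranges.

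Some genes were chosen after their values were seen. Egr2 was called higher with 80 µg at 4 h and 12 h and lower at 24 h (interaction adjusted p = 2.8e-08). Knl1 was called lower at 4 h and higher at 12 h (interaction adjusted p = 1.46e-11).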
